A study of Homo sapiens with 12 samples. Its data were reported in "LncRNA CRLM1 inhibits apoptosis and promotes metastasis through transcriptional regulation cooperated with hnRNPK in colorectal cancer" (2022).

How the data were processed

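Chromatin immunoprecipitation and sequencing (ChIP-seq) with an antibody against hnRNPK, an RNA- and DNA-binding nuclear protein, was performed in HCT116 cells, an established human colorectal carcinoma line, that overexpressed hnRNPK. The cells carried a construct expressing the long noncoding RNA CRLM1 (CRLM1-OE), a construct without insert (empty control) or an antisense construct (antisense control). The labels list 12 samples, of which 6 are immunoprecipitated (IP) libraries and 6 are input libraries, with 2 biological replicates per group. Each of the 6 peak lists was, by its name, made by the authors from 1 IP library against the input library of the same group and number, so peaks were called per replicate and not on pooled libraries. The input libraries enter only through those calls.

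Per the study's methods, the authors trimmed adapters with cutadapt, aligned reads to GRCh38 with Bowtie2 and called peaks with MACS2 at a q-value cutoff. The deposited lists hold a chromosome, a start, an end, a name and a score for each peak, with no header. The meaning of the columns was inferred from their values. No deposited score was under 50, and each list began at or just above that value. Read as 10 times the negative log10 of the p-value, the scale of older MACS versions, that floor is a p-value of 1e-05. This differs from the q-value cutoff in the methods, so which caller settings made the deposited lists is not known. The score of a peak is the authors' own value and was used only to rank or filter peaks within a list. The number of numeric columns left unused was 0. No read counts accompany the lists, so the sequencing depth of each library is unknown and peak numbers could not be scaled to it.

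The lists were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and tests used scipy 1.17.1 and statsmodels 0.14.6. Sequence was taken from hg38 with samtools 1.23.1, and every peak on chromosomes 1 to 22, X and Y lay within the length of its hg38 chromosome. Genes came from GENCODE release 44, which holds 62700 genes, of which 20046 are protein-coding. This annotation can differ from the one used by the authors. Of 16768 deposited peaks, 16214 lay on chromosomes 1 to 22, X and Y and were used, and the rest lay on unplaced or alternate sequences or on the mitochondrial chromosome. No interval was repeated within a list.

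A peak was called TSS-proximal when its midpoint lay within 1 kb of a transcription start site (TSS), taken as the 5' end of a gene record. Each midpoint was also put in 1 genic region in the order 5' UTR, CDS, 3' UTR, non-coding exon, intron, upstream 10 kb and intergenic. The genomic share of each region came from 1000000 random positions outside assembly gaps. A gene counted as carrying a peak when a peak touched its body or the 5 kb upstream of its TSS, as in the study. Peaks of different lists that overlapped by at least 1 bp were merged into regions. The share of regions called in both of a pair of lists is the number of regions with a peak in both divided by the number with a peak in either.

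Chance levels came from 1000 random placements of each peak at its own width on its own chromosome outside assembly gaps. GC-matched placements were drawn from 20000 random starts per peak whose GC content lay within 2 percentage points of the peak's, or from the nearest 20 where fewer were found, and 98.6% of the peaks had at least 20 such starts. Each list's TSS-proximal share was tested against its placements with a one-sided permutation test, adjusted by the Benjamini-Hochberg method over the 6 lists. Such a test describes 1 library and not the condition. The code was tested on simulated lists of 1000 peaks each. It found the planted TSS excess in both of the lists that had one, and 3 of 60 random lists of 200 peaks passed 0.05. It also found 170 of 170 planted shared regions among 2400 unshared peaks.

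Groups were compared as means of the 2 lists with an exact permutation test of the library labels, two-sided, since libraries and not peaks are the replicates. Peak numbers were compared on the log2 scale. With 2 lists against 2 there are 6 arrangements and the smallest possible p-value is 0.333, and with 2 lists against 4 there are 15 arrangements and the smallest is 0.133, so no group comparison could reach 0.05. Shares within 1 list carry a 95% Wilson interval, which covers counting error only, because neighbouring peaks are not independent.

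Before the data were examined, 13 genes were fixed for description: genes the study names for hnRNPK binding or regulation, CRLM1, its neighbour PLPP3 and HNRNPK. The rule for other named genes was also fixed: those at the 5 regions with the best mean score rank among the regions called in both CRLM1-OE lists and in no control list, and at the 5 such regions among those called in all 6 lists. The alternatives fixed at the same time were the peaks of each list above its median score, the 1000 highest-scoring peaks of each list, all sequences in the lists, merging of peaks within 1 kb, a reciprocal overlap of 50%, a TSS window of 5 kb, an upstream region of 5 kb or placed before the gene body, protein-coding genes alone, promoters alone, removal of regions called in all 6 lists, GC-matched placement, a block for the replicate number, and leaving out each replicate. Every annotated transcript 5' end, any overlap with the TSS window, and a crossed pairing of replicate numbers were added after the data had been seen.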

Results

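To determine how CRLM1 affects the association of hnRNPK with chromatin, hnRNPK ChIP-seq peaks were compared between HCT116 cells with CRLM1-OE and cells with the empty or the antisense control construct, all of which overexpressed hnRNPK. Each of the 3 groups had 2 IP libraries and a peak list for each. The CRLM1-OE lists held 4496 and 3213 peaks, the empty control lists 1647 and 2849, and the antisense control lists 2306 and 2257. Most peaks lay near the calling threshold, and between 59.3% and 68.5% of the peaks in a list had a score under 60 where the lowest was 50. The number of reads behind each list is unknown. The lists also differed in peak width in a way that crossed the groups. The median width was 506 bp in CRLM1-OE replicate 1 and 516 bp in empty control replicate 2, whereas it was 747 bp in CRLM1-OE replicate 2, 720 bp in empty control replicate 1, and 728 and 662 bp in the antisense control lists.

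The first question was whether more hnRNPK peaks were called with CRLM1-OE. On chromosomes 1 to 22, X and Y, CRLM1-OE had 3751 ± 832 peaks (SD, n = 2), the empty control 2113 ± 699 (SD, n = 2) and the antisense control 2243 ± 26.9 (SD, n = 2). The mean was 1.78 times that of the empty control and 1.67 times that of the antisense control. Both CRLM1-OE lists were longer than all 4 control lists. The exact permutation test gave p = 0.333 against each control and p = 0.133 against the 4 control lists together, in each case the smallest value the design allows. The peaks covered 2.65 ± 0.282 Mb in CRLM1-OE, 1.39 ± 0.146 Mb in the empty control and 1.71 ± 0.128 Mb in the antisense control (SD, n = 2 each). Leaving out 1 list at a time moved the ratio to the empty control most, to between 1.44 without empty control replicate 1 and 2.32 without empty control replicate 2. Because read depth is unknown, a difference in depth between libraries was not separated from a difference between groups.

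**Figure D1:**
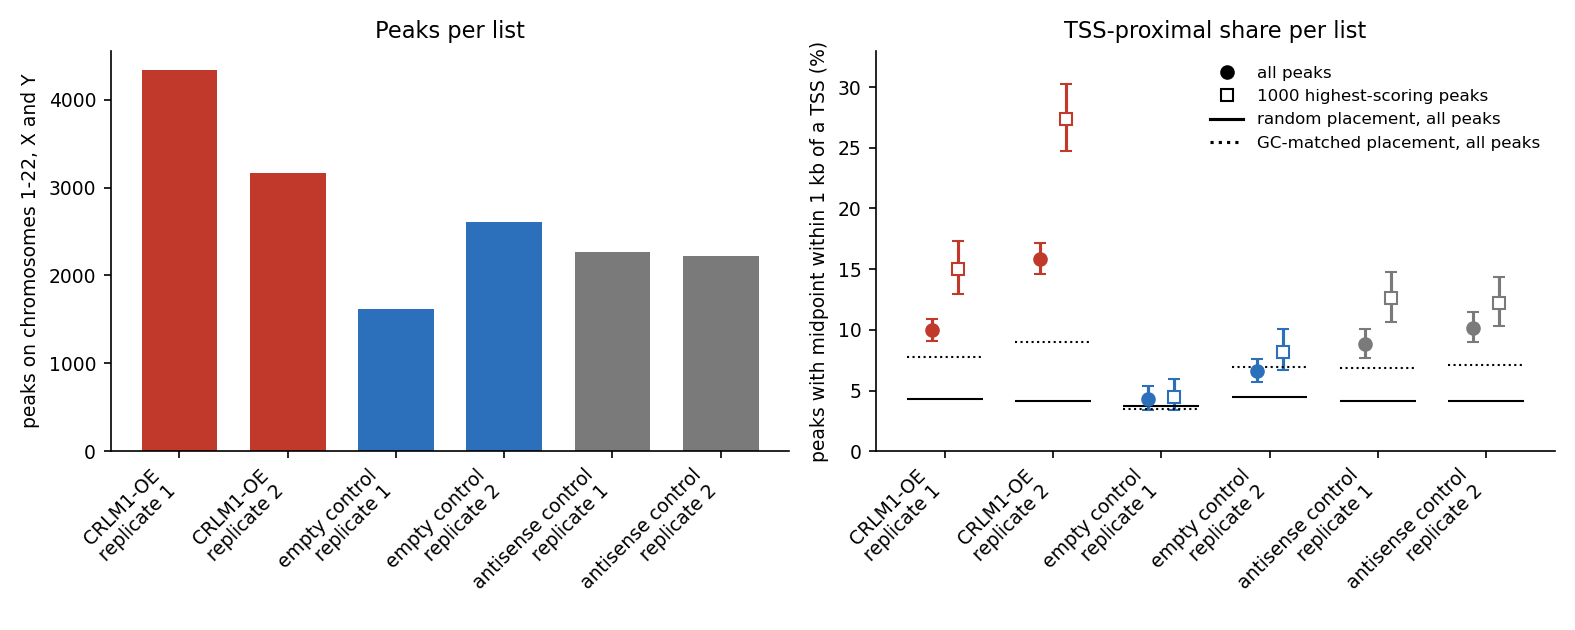
Left, number of peaks per list on chromosomes 1 to 22, X and Y. Right, percentage of peaks whose midpoint lies within 1 kb of a TSS, for all peaks (filled circles) and for the 1000 highest-scoring peaks (open squares), with 95% Wilson intervals, and the mean of random (solid line) and GC-matched (dotted line) placements of all peaks; the CRLM1-OE lists stand at 9.96% and 15.8%, the empty control lists at 4.26% and 6.60%, and the antisense control lists at 8.80% and 10.2%, overlapping the lower CRLM1-OE list.

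The second question was whether CRLM1-OE raised hnRNPK occupancy near TSSs. The TSS-proximal share was 9.96% (95% interval 9.10 to 10.9%) in CRLM1-OE replicate 1 and 15.8% (14.6 to 17.2%) in replicate 2. It was 4.26% (3.38 to 5.36%) and 6.60% (5.71 to 7.62%) in the empty control lists and 8.80% (7.70 to 10.0%) and 10.2% (8.97 to 11.5%) in the antisense control lists. The group means were 12.9% ± 4.16 for CRLM1-OE, 5.43% ± 1.65 for the empty control and 9.48% ± 0.965 for the antisense control (SD, n = 2 each). The difference between CRLM1-OE and the empty control was 7.47 percentage points, larger than the combined replicate SD of 4.48 points, with both CRLM1-OE lists above both control lists (exact permutation p = 0.333, n = 2 each). Without CRLM1-OE replicate 2 the difference was 4.53 points. The difference from the antisense control was 3.42 points, smaller than the combined SD of 4.27 points, and the ranges overlapped (exact permutation p = 0.667, n = 2 each). It was 0.477 points without CRLM1-OE replicate 2 and 6.36 points without CRLM1-OE replicate 1. Against the 4 control lists together the exact permutation test gave p = 0.267. The antisense control itself exceeded the empty control by 4.05 points without overlap (exact permutation p = 0.333, n = 2 each).

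The alternative that moved these differences most was the use of the 1000 highest-scoring peaks of each list, which is a stricter cut of the longer lists. CRLM1-OE then reached 21.2% ± 8.77, the empty control 6.35% ± 2.62 and the antisense control 12.4% ± 0.283 (SD, n = 2 each). The difference grew to 14.9 points from the empty control and to 8.80 points from the antisense control, and both CRLM1-OE lists, with 150 and 274 TSS-proximal peaks of 1000, lay above all 4 control lists (exact permutation p = 0.333 against each control, n = 2 each). The interval of 12.9 to 17.3% for CRLM1-OE replicate 1 still overlapped that of antisense control replicate 1, which was 10.7 to 14.8%.

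Of the genome outside gaps, 3.79% lay within 1 kb of a TSS. Random placement on the same chromosomes gave 4.26% and 4.17% for the CRLM1-OE lists, 3.75% and 4.49% for the empty control lists and 4.16% and 4.14% for the antisense control lists. The measured share was 2.33 and 3.802 times that level in the CRLM1-OE lists, 1.14 and 1.47 times in the empty control lists, and 2.12 and 2.45 times in the antisense control lists. The share exceeded the mean of its placements in 6 of 6 lists. The one-sided placement test gave an adjusted permutation p of 0.0012 for 5 lists, from a p of 0.001 that is the smallest 1000 placements can give, and 0.154 for empty control replicate 1. GC-matched placement raised the chance level in 5 lists and lowered it in empty control replicate 1, from 3.75% to 3.48%. The ratios were then 1.28 and 1.76 for CRLM1-OE, 1.23 and 0.954 for the empty control, and 1.28 and 1.43 for the antisense control. The adjusted permutation p was then 0.002 or 0.003 for the CRLM1-OE and antisense control lists and 0.0768 and 0.762 for the empty control lists. Compared between groups, the excess over GC-matched placement was 4.25 points higher in CRLM1-OE than in the empty control (exact permutation p = 0.333, n = 2 each) and 2.00 points higher than in the antisense control (exact permutation p = 0.667, n = 2 each). Without CRLM1-OE replicate 2 these differences were 1.92 and -0.331 points, the latter with the sign changed, and without CRLM1-OE replicate 1 they were 6.58 and 4.33 points.

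The third question was how the peaks were distributed over genic regions. Introns held 50.6% ± 2.72 of the CRLM1-OE peaks, 53.8% ± 3.35 of the empty control peaks and 53.3% ± 0.181 of the antisense control peaks (SD, n = 2 each), where the genome has 55.1%. Intergenic peaks made up 27.8% ± 1.66 with CRLM1-OE, 31.3% ± 0.207 with the empty control and 29.0% ± 0.189 with the antisense control (SD, n = 2 each), where the genome has 31.95%. The CRLM1-OE share was -3.50 points from the empty control, a difference larger than the combined SD of 1.67 points (exact permutation p = 0.333, n = 2 each), and -1.21 points from the antisense control, within the combined SD of 1.67 points (exact permutation p = 0.667, n = 2 each). Without CRLM1-OE replicate 2 these differences were -2.32 and -0.0304 points, and without CRLM1-OE replicate 1 they were -4.67 and -2.38 points. The share in the 10 kb upstream of genes was 8.81% ± 0.954, 7.89% ± 1.21 and 8.72% ± 0.00984 in the same order (SD, n = 2 each), against 7.60% of the genome. The differences of 0.917 points from the empty control and 0.094 points from the antisense control were within the replicate spread (exact permutation p = 0.667 and p = 1, n = 2 each). The difference from the antisense control changed sign, to -0.581 points, without CRLM1-OE replicate 2, and the difference from the empty control was between 0.0644 points without empty control replicate 1 and 1.77 points without empty control replicate 2. Counting the upstream region before the gene body, which moves peaks from overlapping genes into it, raised these differences to 7.10 and 3.48 points.

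Relative to the genome, and without a GC-matched level for these regions, the 5' UTR was the most enriched of them in every list, controls included. It held 2.74% and 4.43% of the CRLM1-OE peaks, 0.618% and 1.27% of the empty control peaks and 1.503% and 2.203% of the antisense control peaks, against 0.362% of the genome. Both CRLM1-OE lists lay above all 4 control lists (exact permutation p = 0.133 for 2 against 4 lists, the smallest possible). The same order was seen for CDS, with 2.84% ± 0.366 in CRLM1-OE, 1.53% ± 0.766 in the empty control and 2.38% ± 0.0660 in the antisense control, and for the 3' UTR, with 2.54% ± 0.883, 1.57% ± 0.118 and 1.87% ± 0.0224 (SD, n = 2 each). For the 3' UTR the difference of 0.665 points from the antisense control was within the combined SD of 0.883 points. CRLM1-OE replicate 1, at 1.91%, lay barely above antisense control replicate 2, at 1.89%.

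**Figure D2:**
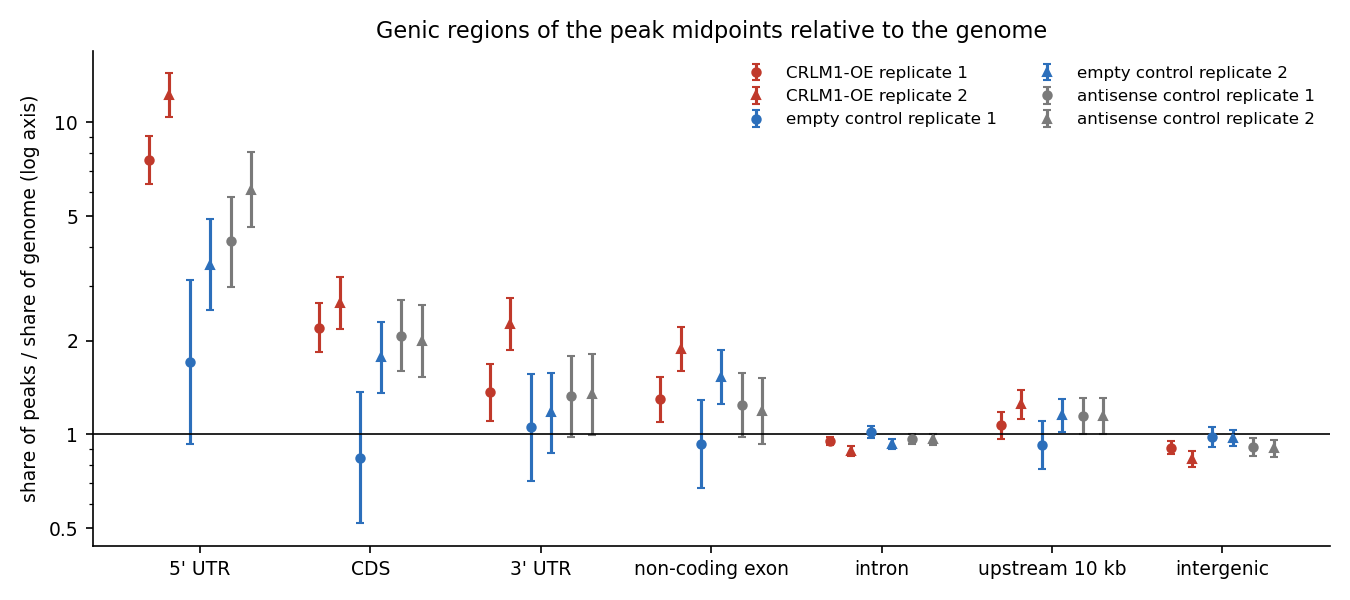
Share of peak midpoints in each genic region divided by the region's share of the genome (log axis, 1 = genome), per list, with 95% Wilson intervals; circles are replicate 1 and triangles replicate 2. The 5' UTR is the region furthest above 1 in all 6 lists and is highest in the CRLM1-OE lists, while intron and intergenic shares lie close to 1 in all 6 lists.

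Agreement between replicates was low. Merging the 6 lists gave 15464 regions, of which 15012 (97.1%) were called in 1 list alone, 313 in 2 lists and 11 in all 6. The CRLM1-OE replicates shared 167 of 7310 regions, or 2.28% (95% interval 1.97 to 2.65%), the empty control replicates 49 of 4158, or 1.18% (0.893 to 1.55%), and the antisense control replicates 54 of 4424, or 1.22% (0.937 to 1.59%). The 12 pairs of lists from different groups shared between 0.754% and 2.14%. The highest of these, CRLM1-OE replicate 1 with empty control replicate 2, shared 145 of 6763 regions and its interval of 1.83 to 2.52% overlapped that of the CRLM1-OE pair. The overlaps exceeded chance. In CRLM1-OE replicate 1, 175 peaks overlapped a peak of replicate 2 where random placement gave 8.27 on average, and the 15 pairs stood at 11.7 to 24.1 times their random level and at 6.84 to 20.02 times their GC-matched level. By these ratios the CRLM1-OE pair was not first. It ranked 5 of 15 over random placement, at 21.2 times, and 11 of 15 over GC-matched placement, at 9.81 times. The alternative that moved the CRLM1-OE share most was the 1000 highest-scoring peaks of each list, with 5.59%.

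**Figure D3:**
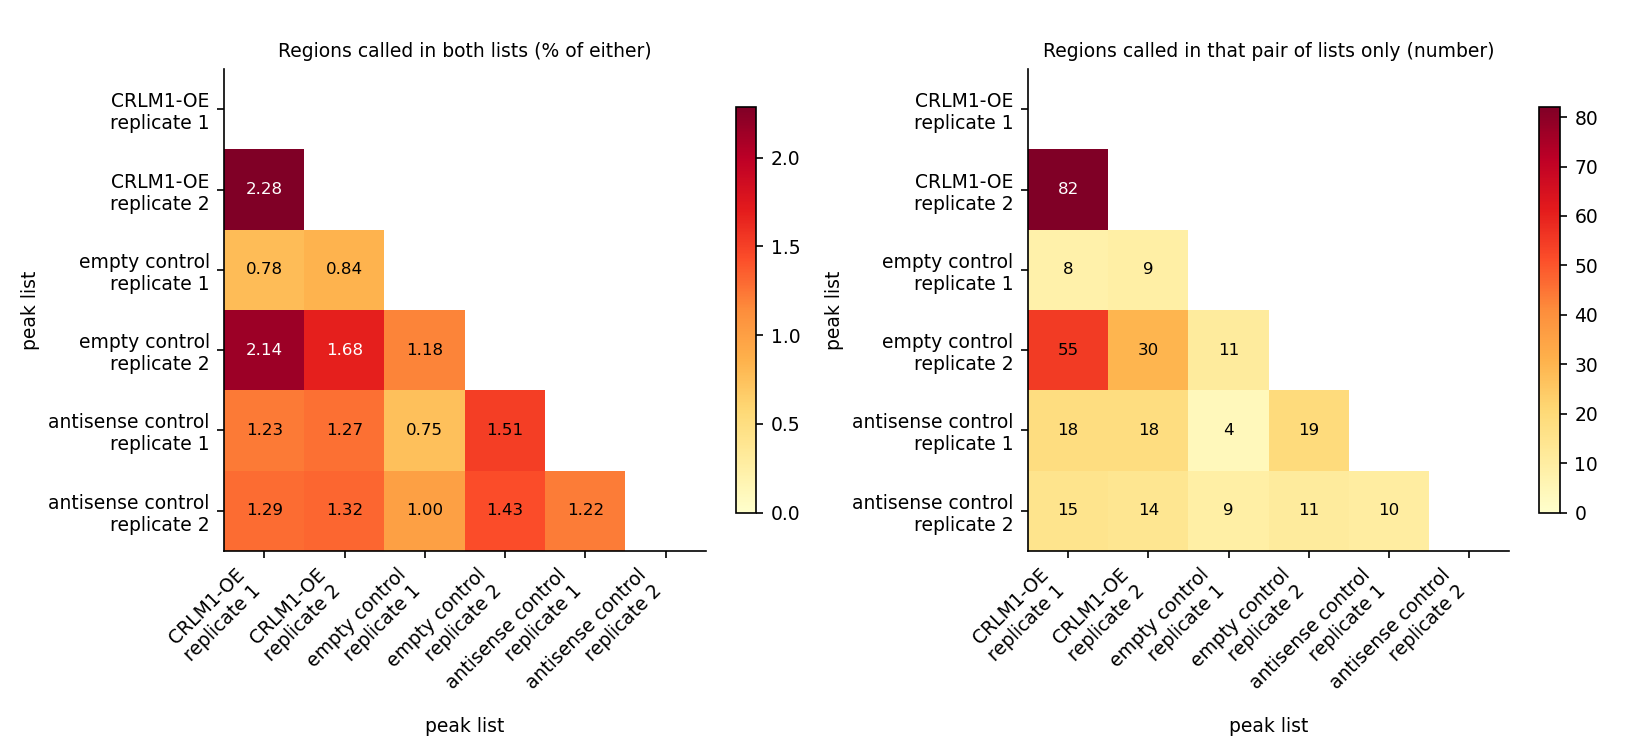
Overlap of each pair of peak lists. Left, regions called in both lists as a percentage of regions called in either; right, number of regions called in that pair and in no other list. The CRLM1-OE pair is highest in both panels, with 2.28% and 82 regions, followed by CRLM1-OE replicate 1 with empty control replicate 2, with 2.14% and 55 regions; neither panel is scaled to chance overlap.

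The number of regions called in both CRLM1-OE lists and in no control list was 82. The same count for the other pairs, each against the remaining 4 lists, ranged from 4 to 55, so the CRLM1-OE pair ranked 1 of 15. The CRLM1-OE lists were also the longest of the 6, and list length was not separated from group in this count. When each list was limited to its 1000 highest-scoring peaks, a stricter cut of the longer lists, the count was 44 and the rank again 1. The rank was 2 when all sequences in the lists were kept. With a reciprocal overlap of 50% the count was 47 and the rank 2, behind the 57 regions of CRLM1-OE replicate 1 with empty control replicate 2. Of the 82 regions, 42 were TSS-proximal (51.2%, 95% interval 40.6 to 61.7%), 34 had their midpoint in an exon, 28 in an intron, 12 in the upstream 10 kb and 8 between genes.

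By mean score rank, the first 5 of these regions were the following, in GRCh38 coordinates. The region at chromosome 22, 29300958 to 29302572, lay upstream of GAS2L1, with its nearer edge 4046 bp from the TSS. The region at chromosome 19, 1259020 to 1261603, covered the TSS of CIRBP, with its midpoint in an intron, and also met the gene rule for MIDN. The region at chromosome 19, 814254 to 817979, lay on PLPPR3, with its midpoint in an intron. The region at chromosome 6, 73520169 to 73521628, had its midpoint in a 5' UTR of EEF1A1. The region at chromosome 1, 85580026 to 85582602, covered the TSS of CCN1, with its midpoint in a non-coding exon, and also met the gene rule for DDAH1. The 11 regions called in all 6 lists had another character, with 8 of 11 between genes and no protein-coding gene by the rule of the study. The 5 best ranked of them were at chromosome 4, 49708707 to 49712035, chromosome 3, 93470206 to 93470958, chromosome Y, 11291630 to 11296398, chromosome 8, 43237303 to 43238375, and chromosome 4, 49656853 to 49658107. The nearest TSSs to these 5 belonged to pseudogenes or a small nuclear RNA gene. No peaks were removed for repeat content or poor mappability. Whether the regions called in all 6 lists mark hnRNPK binding or an artefact of such sequence was therefore not tested.

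The study asked which genes hnRNPK bound with and without CRLM1-OE. A peak on the gene body or in the 5 kb upstream was found in both replicates for 710 genes with CRLM1-OE, 204 with the empty control and 280 with the antisense control. Of the 710 genes, 48 were also in the empty control set and 78 in the antisense control set, and 601 were in neither. The 2 replicates often met a gene at different places, and when the same region had to be called in both replicates the numbers were 273, 35 and 65. When the peak had to touch the 1 kb on either side of the TSS the numbers were 140, 14 and 25, and 135 of the 140 genes were not in the empty control set. Longer lists reach more genes, and no test was made of these counts. At equal length, with the 1000 highest-scoring peaks per list, they were 211, 61 and 105. This is a stricter cut of the longer CRLM1-OE lists, so it does not settle the role of list length.

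Of the 13 genes fixed in advance, the neighbours TNFRSF12A, HCFC1R1 and THOC6 on chromosome 16 had the highest-scoring peak. In CRLM1-OE replicate 1 a peak at 3022273 to 3024749 ranked 16 of 4339 by score, and in replicate 2 a peak at 3019978 to 3025394 ranked 3 of 3163. Both peaks spanned the start sites of HCFC1R1 (3022625 to 3024286, minus strand) and THOC6 (3024027 to 3027755, plus strand) and touched the 3' end of TNFRSF12A (3018445 to 3022383). The region was not specific to CRLM1-OE. In empty control replicate 1 a peak at 3021006 to 3024071 ranked 7 of 1619, in empty control replicate 2 a peak at 3022677 to 3024511 ranked 1116 of 2607, and in antisense control replicate 1 a peak at 3023188 to 3024893 ranked 70 of 2262. Of these control peaks, the peak of empty control replicate 1 alone also met the rule for TNFRSF12A. ZFP36 and the upstream 5 kb of PLEKHG2, on chromosome 19, carried a peak in CRLM1-OE lists alone, at 39409032 to 39410327 (rank 1171 of 4339, midpoint between the genes) and at 39407716 to 39410567 (rank 13 of 3163, midpoint in the 3' UTR of ZFP36).

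**Figure D4:**
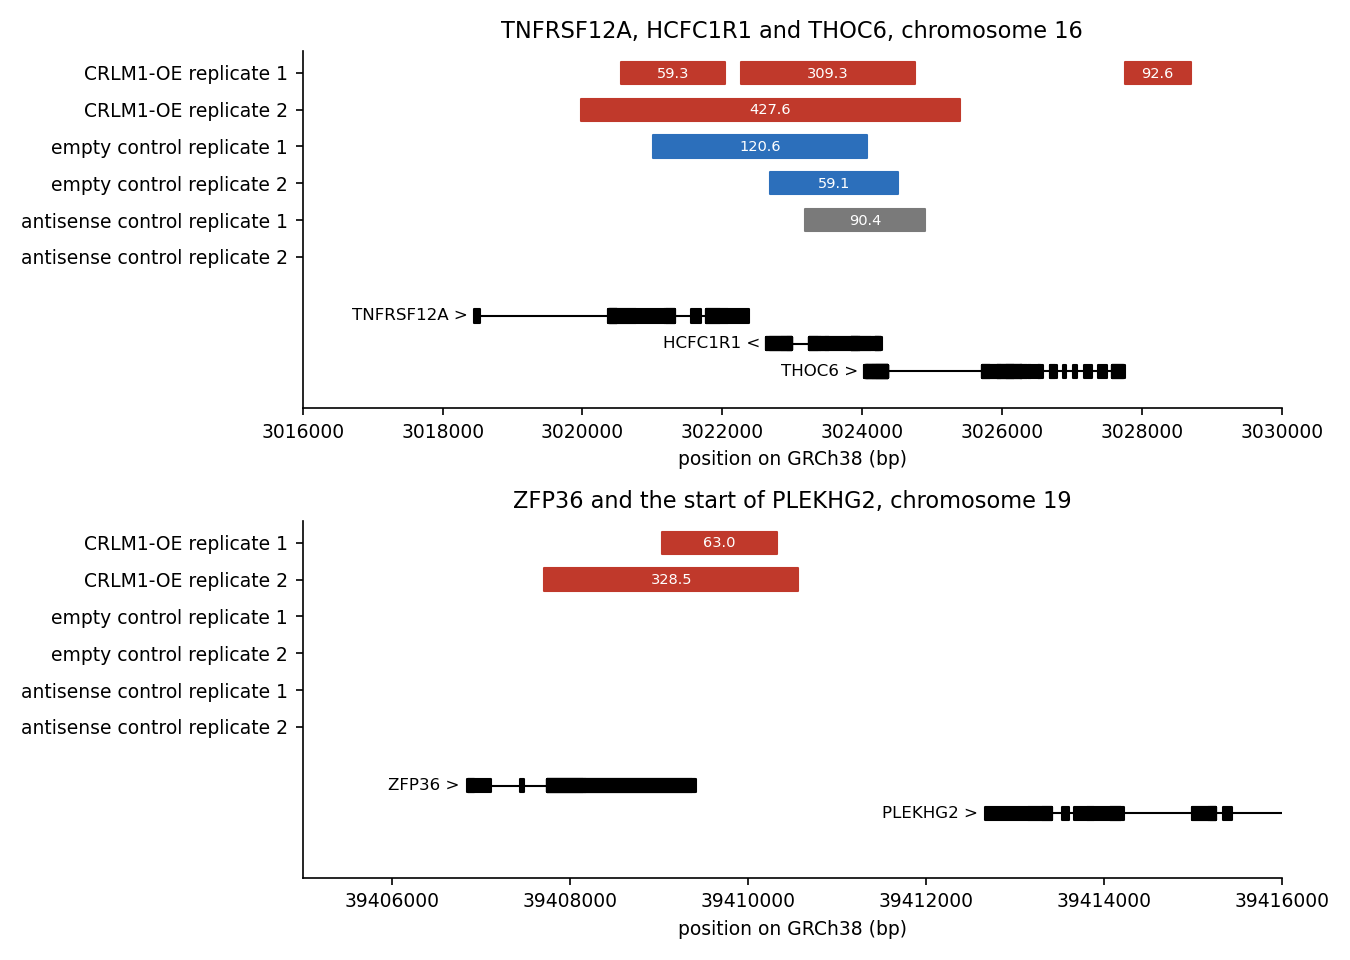
Peaks (bars, with the authors' score inside) of the 6 lists over TNFRSF12A, HCFC1R1 and THOC6 (top) and over ZFP36 and the start of PLEKHG2 (bottom), by GRCh38 position in bp; black boxes are annotated exons of all transcripts and the arrowhead after a gene name gives its strand. The upper locus has a peak in 5 of the 6 lists and the lower locus in the 2 CRLM1-OE lists.

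KLF6 on chromosome 10 had a peak in both CRLM1-OE lists, at 3785295 to 3786882 (rank 22 of 4339, midpoint 808 bp upstream of the TSS) and 3785048 to 3787797 (rank 47 of 3163), and in empty control replicate 2, where the better of its peaks, at 3785613 to 3786323, ranked 109 of 2607. BBC3 on chromosome 19 had peaks in 5 lists, and the best rank was in a control list, 4 of 2262 in antisense control replicate 1 at 47225654 to 47227187, with its midpoint in an intron. SMAD6 had 1 intronic peak, in CRLM1-OE replicate 1 at chromosome 15, 66761694 to 66762088, ranked 3042 of 4339. HNRNPK had 1 peak with its midpoint in an intron, in CRLM1-OE replicate 2 at chromosome 9, 83970742 to 83971627, ranked 1466 of 3163. The CRLM1 gene itself (LINC01767, chromosome 1, 56414918 to 56417137) had 2 peaks in CRLM1-OE replicate 2, at 56414788 to 56415265 and 56415698 to 56416053, ranked 21 and 28 of 3163, and none in the other lists. The cells of that library carry a CRLM1 construct. BMP7, SMURF2 and PLPP3 had no peak in any list.

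Because peak width split the lists across groups, a split that was seen only in the data, the main comparisons were repeated between lists of similar width, which leaves 1 CRLM1-OE list on each side and no replicate spread. Between the narrow lists, CRLM1-OE replicate 1 had 1.66 times as many peaks as empty control replicate 2 and a TSS-proximal share 3.36 points higher. Among the wide lists, CRLM1-OE replicate 2 had 1.95 times as many peaks as empty control replicate 1 and a share 11.6 points higher. It had 1.398 and 1.422 times as many peaks as the antisense control lists and a share 7.04 and 5.68 points higher.

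Peaks were unevenly spread over chromosomes. Relative to ungapped chromosome length, the 6 lists together had 2.30 times the expected number on chromosome 22, 2.29 times on chromosome 17 and 2.23 times on chromosome 19, and 0.760 times on chromosome 7, the lowest autosome. The single lists differed. Empty control replicate 1 lay below the expected number on chromosomes 22 and 19, at 0.834 and 0.900 times, and had 1.47 times on chromosome 17. Chromosome X carried 21 peaks in the 6 lists where 855 were expected by length, and its ratio was 0 to 0.0437 in the single lists. The ratio on chromosome Y was 0.336 over the 6 lists, with 23 of the 49 peaks in empty control replicate 2, and 0.212 without that list. Empty control replicate 2 had the highest ratios of any list on chromosomes 21 and 22, with 4.61 and 5.15.

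**Figure D5:**
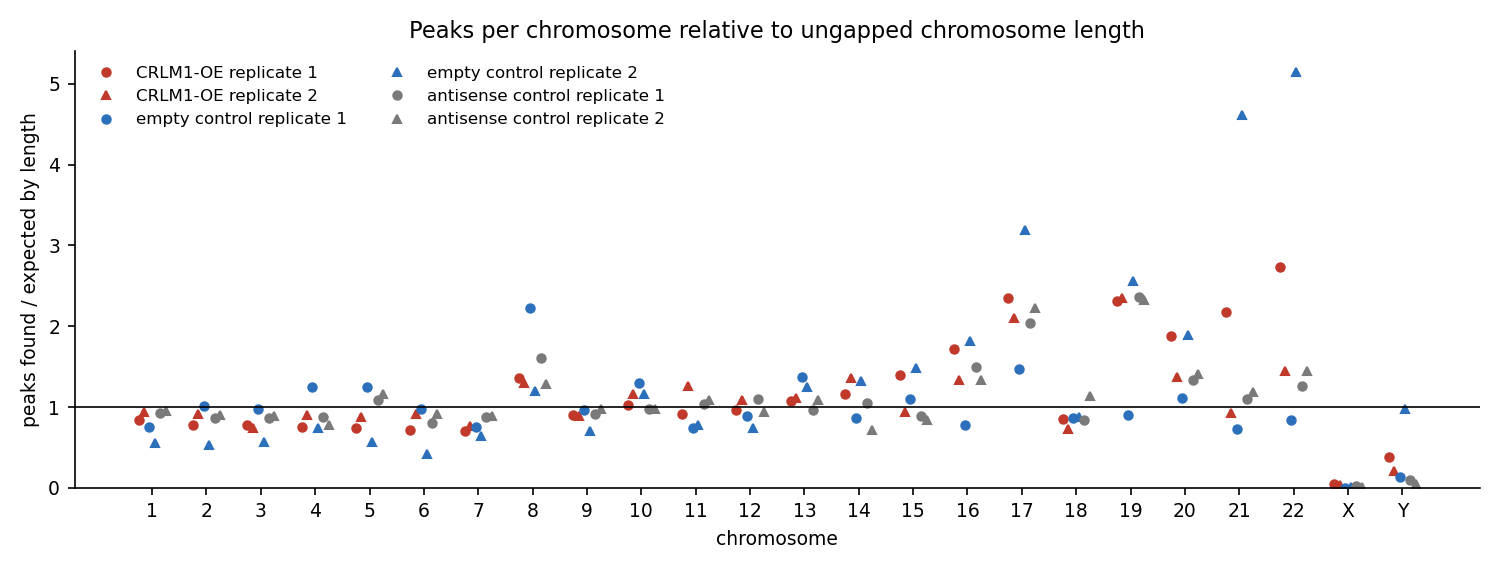
Number of peaks found on each chromosome divided by the number expected from its ungapped length (1 = expected), per list; circles are replicate 1 and triangles replicate 2. All 6 lists lie near 0 on chromosome X, and empty control replicate 2 reaches 4.61 on chromosome 21 and 5.15 on chromosome 22.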

Values the study reported

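The study reported that 34 genes carried a confident hnRNPK peak in their promoter without CRLM1-OE. Under CRLM1-OE it reported 170 genes with a confident hnRNPK peak, without stating a limit to the promoter for this count. Of these genes, 151 were found under CRLM1-OE alone. Of the bound genes, 25 were among 1177 hnRNPK-bound genes from earlier work, and 21 were related to metastasis.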

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

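The 18 results were recomputed with 1 change of processing at a time, which gave 173 alternative values. Of these values, 140 were counted as unchanged, 32 as moved without a change of sign, and 1 changed sign. The limits were the spread between replicates, the counting interval or 1.5 times the count. They do not hold for the TSS-proximal share over placement, whose values were all counted as unchanged. In CRLM1-OE that ratio was 3.07 ± 1.04 (SD, n = 2). It moved to 1.52 with GC-matched placement and to 6.15 with protein-coding genes alone. The count of 32 is therefore too low. No group comparison could reach 0.05 in the exact permutation test with 2 libraries per group, so the values and not the p-values are compared here. Some alternatives fix a value by construction and say nothing about stability: the median score cut for the ratio of peak numbers, the replicate block and the crossed pairing for differences in shares, the order of upstream region and gene body for the intergenic share, sequences without annotated genes for counts of genes, and removal of regions called in all 6 lists for regions called in no control list.

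The ratio of peak numbers stayed between 1.71 and 1.803 against the empty control and between 1.65 and 1.69 against the antisense control in 5 alternatives each, of which the median score cut fixes it by construction. Leaving out 1 list gave from 1.44 to 2.32 and from 1.41 to 1.93. The TSS-proximal difference was positive in all 11 alternatives against each control, from 6.42 to 14.9 and from 2.78 to 8.80 points, with the highest values among the 1000 highest-scoring peaks. Leaving out 1 list gave from 4.53 to 10.4 and from 0.477 to 6.36 points, with the lowest value of each without CRLM1-OE replicate 2.

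The difference in the upstream 10 kb was small and depended on the definition of the region. It was 7.10 and 3.48 points when the upstream region took precedence over the gene body. That order raises the share in each list by construction, but the cause of the unequal rise between groups was not tested. Leaving out 1 list gave from 0.0644 to 1.77 points against the empty control and from -0.581 to 0.769 against the antisense control, with the sign changed without CRLM1-OE replicate 2. The intergenic difference from the empty control was negative throughout, at -6.73 points for peaks above the median score of their list, -8.60 points among the 1000 highest-scoring peaks, -5.21 points with all sequences in the lists, where peaks on sequences without annotated genes count as intergenic, and -7.04 points with protein-coding genes. Against the antisense control it was -3.37 points with protein-coding genes. At the main setting, leaving out 1 list gave from -4.67 to -2.32 and from -2.38 to -0.0304 points. Among the 1000 highest-scoring peaks the intergenic share was 30.7% and 20.6% in the CRLM1-OE lists. It was 31.7% and 36.8% in the empty control lists, so CRLM1-OE replicate 1 lay close to empty control replicate 1. The cause of the moves with higher-scoring peaks and with protein-coding genes was not tested.

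Counts of shared calls fall by construction when lists are shortened, while the shares rose, and the cause of that rise was not tested. The shares of regions called in both replicates were 3.38% (CRLM1-OE), 1.796% (empty control) and 1.87% (antisense control) above the median score, and 5.59%, 1.95% and 2.05% among the 1000 highest-scoring peaks. With all sequences they were 2.71% in CRLM1-OE and 1.57% in the empty control, and with a reciprocal overlap of 50% the CRLM1-OE share was 1.41%. The genes with a peak in both replicates numbered 338, 69 and 115 above the median score, in the same order of groups. They numbered 211, 61 and 105 among the 1000 highest-scoring peaks, and 140, 14 and 25 by promoters alone. With protein-coding genes alone they were 505 in CRLM1-OE, 134 in the empty control and 177 in the antisense control. The regions called in both CRLM1-OE lists and in no control list numbered 51 above the median score, 44 among the 1000 highest-scoring peaks and 47 with the reciprocal overlap, and from 84 to 99 when 1 control list was left out. The pair ranked 1 of 15 in these alternatives except for the reciprocal overlap and for all sequences in the lists, where it ranked 2, and the counts with a list left out were not ranked. The mean TSS-proximal share over placement stayed above 1 in each group under the 8 alternatives tried. It was lowest under GC-matched placement in CRLM1-OE (1.52) and with the 5 kb window in the empty control (1.01) and the antisense control (1.31). Under GC-matched placement the number of empty control lists past an adjusted permutation p of 0.05 went from 1 to 0.

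The replicate numbers are shared between groups, but the labels do not say that a number marks a common batch. The differences between replicates 1 and 2 in the share of peaks per 5 Mb bin, over 578 bins, correlated at -0.364 between CRLM1-OE and the empty control and at 0.0501 between CRLM1-OE and the antisense control, and at 0.0411 between the controls, so the numbers do not pair the lists. With a replicate block the peak number ratios were 1.803 and 1.65, and the mean differences in shares were unchanged by construction, for example 7.47 points for the TSS-proximal share (exact permutation p = 0.5 with 2 pairs, the smallest possible). A crossed pairing, added after the data had been seen, left the TSS-proximal share higher in 2 of 2 pairs against the empty control and in 1 of 2 pairs against the antisense control. The unknown read depth limits the comparison of peak numbers, since a deeper library passes a fixed p-value at more sites.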

Other observations

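The tests of peak width, of low-scoring peaks, of gene ends, of the caller, of a mislabelled sample and of read depth were chosen only after the values concerned had been seen.

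The higher TSS-proximal share with CRLM1-OE than with the empty control was weighed against technical explanations. A different GC content of the peaks would bring the excess over GC-matched placement to the same level. The excess still differed by 4.25 points, more than the combined replicate SD of 3.39 points, although GC content took up part of the difference of 7.47 points. Without CRLM1-OE replicate 2 it was 1.92 points, less than the SD of 3.39 points. GC content is therefore not excluded even as the whole cause, and the size of any rest depends on that list. CRLM1-OE replicate 1 and empty control replicate 2 had the same mean GC content, 45.5%, and their excess over GC-matched placement was 2.16 and -0.316 points. The chromosomes on which the peaks lay left a difference of 7.38 points against an SD of 4.38. Cutting each list to 1000 peaks gave 14.9 points against an SD of 9.15, but does not settle the role of list length, because a fixed number is a stricter cut of a longer list. Low-scoring peaks in the longer CRLM1-OE lists are not the cause, since the 1000 highest-scoring peaks of the CRLM1-OE lists were TSS-proximal 8.30 points more often than all peaks of these lists (SD 4.61), higher in 2 of 2 lists. The split in peak width falls evenly on these groups, with 1 narrow and 1 wide list in each and group means of the median width 8.5 bp apart. That gives width no direction in which to act on the group means, but width cannot be told apart from the single library that carries it. Within a class, the gaps of 3.36 points (narrow) and 11.6 points (wide) each set 1 library against 1 and show nothing beyond the spread between libraries. A broader signal over transcribed genes also stays open. Peaks near a gene end but not near a TSS were 1.17 and 1.38 times as frequent as GC-matched placement in the CRLM1-OE lists, and peaks near a TSS but not a gene end 1.26 and 1.57 times. The mean ratio of these enrichments was 1.11, and neither list's ratio, 1.08 and 1.14 with relative counting errors of 0.0961 and 0.0993, lay outside its 95% counting interval around 1. The ratio was 1.04 and 0.913 in the empty control lists and 1.12 and 1.45 in the antisense control lists. Only the 1.45 of antisense control replicate 2, with a relative counting error of 0.148, lay outside its interval. An effect of CRLM1 on hnRNPK is among the open explanations, as is a difference in read depth, which the lists do not record. The antisense control lay nearer to CRLM1-OE than the empty control did, so a CRLM1 effect would not by itself explain the order of the 3 groups.

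One pair of lists from different groups had more in common at the top than replicates did. Among the 100 highest-scoring peaks, CRLM1-OE replicate 1 and empty control replicate 2 shared 42 regions, the CRLM1-OE replicates 28, and the other pairs from 5 to 17. After removal of peaks rich in the satellite pentamer GGAAT or its complement (over 40 per kb), the cross-group pair shared 26 and the CRLM1-OE replicates 28, in line with satellite repeats as the source of the surplus over the replicates. Repeats are not the whole of it, since the cross-group pair still shared more than the other pairs, which had from 3 to 13. Satellite-like peaks made up 2.03% and 5.45% of these 2 lists and at most 1.62% of the others. The median widths of the pair differed by 10 bp, so a common setting or fragment length of the caller cannot be told apart from a property of the libraries. A mislabelled sample could not be tested well: the CRLM1 gene carried 0 peaks in empty control replicate 2 but also none in CRLM1-OE replicate 1. No biological explanation was tested for this pair.

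Chromosome X was almost empty of peaks in all 6 lists. Gene density is not the cause, because the TSS-proximal peaks per gene on X were 0.0319 times the autosomal median, with 0.805 against 25.2 per 1000 genes. The GC content of X, 39.5%, is not the cause either, since the 3 autosomes with no higher GC content had 0.85 to 1.13 times their expected peaks. A low read depth on X is a candidate explanation that stays open, because reads were not analysed here, and the highest ratio on X in any list was 0.0437. Peak density also stepped along other chromosomes. Per Mb it was 1.65 to 2.66 times higher beyond 100 Mb of chromosome 10 than before, and 3.58 to 5.70 times higher beyond 80 Mb of chromosome 16, in the 6 lists (split points chosen after the positions were seen). A map of copy number in the input libraries would show whether the steps coincide. The group design gives no biological explanation to test.

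Regions called in 2 or more lists were TSS-proximal in 138 of 452 cases (30.5%, 95% interval 26.5 to 34.9%), compared with 8.26% of the 15012 regions called in 1 list. Among peaks narrower than the median of their list, pooled over the lists, 13.1% of 183 shared and 4.51% of single peaks were TSS-proximal. That is 8.60 points more (SD of the per-list differences 4.93). The direction was the same in 6 of 6 lists, but these are not independent, because a shared peak recurs in another list. The shares were 4.76% of 21 narrow shared peaks in empty control replicate 1 and 5% of 20 in antisense control replicate 1, against 3.43% and 3.52% of single ones. Wider merged regions are thus unlikely as the whole cause. GC content is also unlikely as the whole cause. The excess over GC-matched placement was 10.9 points higher for shared than for single peaks, averaged over the 6 lists (SD 4.68). It was higher in 6 of 6, with the same lack of independence. A hypothesis, not tested here, is that most peaks called once are near the noise level and that recurrent peaks hold more signal at promoters. Of the regions called in all 6 lists, 1 of 11 was TSS-proximal (95% interval 1.62 to 37.7%). That interval includes the 30.5%, so 11 regions are too few to show an exception.

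The peaks on CRLM1 itself were compared with its exons. Between the first and last exon of the 4-exon transcripts, 70.7% of 617 peak bases in CRLM1-OE replicate 2 were exonic, where 65.5% of that span of 1049 bp is exonic. Another 217 of the 834 peak bases lay outside the span, so 52.3% of all peak bases were exonic. The exons at 56414918 to 56415150 and 56415782 to 56415966 lay wholly under the peaks, 18 of 106 bp of the exon at 56415248 to 56415353 did, and the exon at 56415533 to 56415695 lay outside them. The peak bases off the exons go against construct DNA with exons alone, unless the peaks were widened by fragment length. DNA of the overexpression construct, which would carry exons alone, is a candidate source that cannot be told apart from binding, because peak edges are not resolved to exons and 1 list has the peaks. HNRNPK, also overexpressed, had a peak touching an exon in 1 of the 6 lists. That list was CRLM1-OE replicate 2, where the peak ranked 1466 of 3163. It is also the list with the CRLM1 peaks, so construct DNA in that library stays open. Peaks were called against input of the same group, which can hold the same construct DNA. The lack of such a peak in the other lists therefore does not show that construct DNA was absent.

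hnRNPK is known as a binder of C-rich sequence. Runs of 4 C, on either strand, were 1.05 to 1.11 times as frequent in the peaks as in the genomic positions nearest in GC content, above 1 in 6 of 6 lists and highest, at 1.11, in antisense control replicate 2. The simulated lists without planted runs gave 0.978 to 1.02. Their bases were drawn independently at a set GC content, so that range checks the code and is not a chance level for real sequence. Some contribution of hnRNPK binding to C-runs is possible, but the excess is small. It was not higher in the CRLM1-OE lists (1.05 and 1.06) than in the antisense control lists (1.09 and 1.11). It may equally reflect other sequence features that go with GC content, which were not tested.

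The number of genes with a peak within 1 kb of the TSS in both empty control replicates was 14 here. That is lower than the value quoted from the study above. By the wider rule of gene body or 5 kb upstream, 710 genes had a peak in both CRLM1-OE replicates and 204 in both empty control replicates. These are higher than the values quoted from the study above. By the rule of a peak within 1 kb of the TSS, 140 genes were found in both CRLM1-OE replicates and 135 of them not in the empty control set, within 1.5 times of the quoted counts. By the rule of the same region in both replicates, 35 genes were found in the empty control, 273 in CRLM1-OE and 261 in CRLM1-OE and not in the empty control. The first of these lies within that range, and the others are higher than the values quoted from the study above. The lists used here may hold a more permissive call than the quoted counts rest on, so the counts are not like for like.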
